# Flipping the transcriptional switch from myelin inhibition to axon growth in the CNS

**DOI:** 10.3389/fnmol.2015.00034

**Published:** 2015-07-17

**Authors:** Jason B. Carmel, Wise Young, Ronald P. Hart

**Keywords:** DRG, mRNA expression, axon growth, IL-6, metallothionein, SLPI

## Abstract

Poor regeneration of severed axons in the central nervous system (CNS) limits functional recovery. Regeneration failure involves interplay of inhibitory environmental elements and the growth state of the neuron. To find internal changes in gene expression that might overcome inhibitory environmental cues, we compared several paradigms that allow growth in the inhibitory environment. Conditions that allow axon growth by axotomized and cultured dorsal root ganglion (DRG) neurons on CNS myelin include immaturity (the first few postnatal days), high levels of cyclic adenosine mono phosphate (cAMP), and conditioning with a peripheral nerve lesion before explant. This shift from inhibition to growth depends on transcription. Seeking to understand the transcriptome changes that allow axon growth in the CNS, we collaborated with the Marie Filbin laboratory to identify several mRNAs that are functionally relevant, as determined by gain- and loss-of-function studies. In this Perspective, we review evidence from these experiments and discuss the merits of comparing multiple regenerative paradigms to identify a core transcriptional program for CNS axon regeneration.

## Regenerative Paradigms to Identify Genes

To boost axon growth in the Central Nervous System (CNS), one strategy is to alter the CNS environment, to make it more conducive to growth by eliminating growth inhibitors or by adding a growth substrate, such as cells or material scaffolds. The other general approach is to increase the regenerative potential of neurons so that they may be able to grow in spite of the inhibitory environment. We considered the interplay of these two factors by asking which changes in gene expression could allow axonal regrowth in the inhibitory CNS environment. This Perspective is intended to review our approach and is not intended as a comprehensive review of regeneration-associated genes, which has been done by others, including in this issue (Ma and Willis).

One of the most actively investigated paradigms of regeneration is the conditioning lesion model. Axotomy of the peripheral dorsal root ganglion (DRG) axon normally results in regeneration while injury of the central axon does not. If the peripheral branch is injured first, however, and the central axon is injured 1 day to 2 weeks afterwards, the central axons regenerate to a much greater extent (e.g., McQuarrie and Grafstein, 1973; Richardson and Issa, 1984; Chong et al., 1999; Neumann and Woolf, 1999). The peripheral conditioning lesion induces changes in the axonal growth capacity of the injured neuron. The change in axonal growth state is likely due to induction of gene products associated with regenerative function, often called regeneration-associated genes or RAGs (Lankford et al., 1998). Smith and Skene (1997) demonstrated that cultured DRGs, which normally extend short, highly branched axons, will extend long, sparsely branched axons after a peripheral lesion. The switch from “arborizing” to “elongating” growth requires transcription and is blocked by addition of the transcription factor IIH (TFIIH)-associated protein kinase inhibitor 5,6-Dichloro-1-β-D-ribofuronosylbenzimidozole (DRB; Yankulov et al., 1995; Smith and Skene, 1997).

The conditioning lesion paradigm was used as an early strategy to screen for candidate gene products associated with re-growth. A prototypical RAG is GAP43. GAP43 was originally identified in a two-dimensional protein electrophoresis comparing DRGs with and without sciatic nerve injury (Skene and Willard, 1981). GAP43 is primarily localized to the growth cone and is elevated in other growth states, such as during development (Skene, 1989; Benowitz and Routtenberg, 1997), and recovery of function after injury is correlated with induction of GAP43 (Skene and Willard, 1981; Skene, 1989; Gispen et al., 1991; Plunet et al., 2002). Furthermore, overexpression of GAP43 and cytoskeleton-associated protein-23 (CAP23, encoded by the LOC10910172 gene in rat) increased the regeneration of dorsal column neurons after spinal cord injury (Bomze et al., 2001).

Based on this early success, several groups screened neurons after peripheral nerve lesion to isolate additional, putative RAGs. Techniques to isolate these changes include differential display (Kiryu et al., 1995; Su et al., 1997; Kim et al., 2001; Schmitt et al., 2003), expressed-sequence-tag (Tanabe et al., 2000), subtractive hybridization (Mladinic et al., 2005), and microarray (Fan et al., 2001; Bonilla et al., 2002; Costigan et al., 2002). Modeling the utility of microarrays for gene discovery, Bonilla and colleagues compared gene expression of mouse DRGs with and without nerve injury and found several genes whose expression differed between the groups (Bonilla et al., 2002). This group then showed that one of the gene products, small proline-rich repeat protein 1A (SPRR1A), when overexpressed, co-localized with actin in the growth cone and augmented axonal growth, even on inhibitory substrates. Reduction of SPRR1A restricted neurite outgrowth *in vitro*. This work highlights the utility of this approach for finding novel RAGs.

Another paradigm used to explore CNS regeneration is development. While adult mammalian CNS axons demonstrate little to no regeneration after injury, axons of young neurons may regrow (Bates and Stelzner, 1993; Hasan et al., 1993). A key event in the developmental loss of regenerative capacity is the postnatal myelination of long tract fibers. Evidence for this hypothesis includes experiments showing that delaying onset of myelination through immunological means extends the permissive period for regeneration (Keirstead et al., 1992, 1997). However, the loss of regenerative potential is due not only to the presence of myelin but also to the responsiveness of neurons to myelin. In particular, many types of neurons change their response to the myelin component myelin-associated glycoprotein (MAG), switching from growth promotion to inhibition during development (McKerracher et al., 1994; Mukhopadhyay et al., 1994; DeBellard et al., 1996). In DRGs this switch from promotion to inhibition occurs in a short period of time at postnatal day 3–4 (Johnson et al., 1989; Mukhopadhyay et al., 1994; DeBellard et al., 1996). A similar rapid decline in growth is seen in DRGs plated on myelin, but not those plated on the permissive substrate polylysine, at P2–3 (Cai et al., 2001).

Filbin and colleagues have shown that cyclic adenosine mono phosphate (cAMP) levels increase with conditioning lesion (Qiu et al., 2002) and decrease during development (Cai et al., 2001), paralleling regenerative potential. Treatment with cAMP increases the ability of older neurons to grow on myelin (Cai et al., 2001). The strength of the *in vitro* effects are similar to that of a conditioning lesion (Qiu et al., 2002), and intraganglionic administration of cAMP can mimic the effect of the conditioning lesion on dorsal column axon growth (Neumann et al., 2002; Qiu et al., 2002). Administration of the protein kinase A (PKA) inhibitor H89 blocks the growth of previously lesioned neurons (Qiu et al., 2002) or postnatal day 1 (P1) neurons on myelin, and the PKA inhibitor KT5720 decreases the number P2–3 corticospinal tract axons that grow into an embryonic tissue graft (Cai et al., 2001). The Filbin lab also showed that the increased growth after administration of cAMP depends on transcription, and they implicate the gene arginase-1 as an indispensable RAG in this system (Cai et al., 2002). It is not known whether exogenous cAMP completely recapitulates the regenerative capacity of DRG neurons early in development or following conditioning lesion, so we investigated all three methods to find genes regulated in common in all three models.

Thus, these studies probed three robust paradigms for CNS regeneration: young developmental stage, conditioning lesion and cAMP administration. All depend on cAMP signaling (as evidenced by blocking the effect with PKA inhibition), and both conditioning lesion and direct application of cAMP require transcription to activate outgrowth. All three paradigms are carried out in rat DRGs, cells that survive axotomy and can be easily cultured (Coggeshall et al., 1997). We examined gene expression differences between neurons with high growth capacity and those with low capacity to grow in a CNS environment. We hypothesized that gene expression differences that are in common between each of these paradigms would represent common and important RAGs.

Genes associated with regeneration may function by changing their expression levels either up or down. However, most previously-defined RAGs have increased levels in high growth states (e.g., GAP43, SPRR1A, and tubulin isoforms). The approach we took to isolate common RAGs, therefore, was one comparing the genes that were increased with cAMP treatment and conditioning lesion and decreased during development. These changes correspond to the changes in cAMP levels noted by the Filbin group in each of these paradigms (Cai et al., 2001; Qiu et al., 2002). Therefore, we were most interested in the subsets of genes with increased expression in the cAMP and conditioning lesion paradigms or decreased expression during development. Results identified a large number of genes (223) that were altered in the predicted ways by one or more of the regeneration paradigms. We were surprised, however, that there was little overlap in the candidate RAGs (7 total). This suggests the different paradigms that allow axon growth in the CNS environment may achieve regeneration through parallel mechanisms.

## Candidate Regeneration-Associated Genes

To validate the candidate genes, we first focused on comparison of DRGs treated with cAMP (at 18 h) with untreated DRGs. We targeted the validation on genes common to the three regeneration paradigms. We also included a few genes whose expression was strikingly divergent between the paradigms. We compared changes in gene expression by DRGs with and without exposure to cAMP for 18 h using both microarrays and quantitative Polymerase Chain Reaction (qPCR), which has a greater dynamic range. 

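Dissociated rat DRG cells were treated with 1.5 mM dbcAMP, a membrane-permeable analog of cAMP, for 1, 3, 6, 12 or 18 h, and 3 arrays were analysed at each of the 5 times. The time of the first group is 1 h in its labels, where the treatment protocol of the labels lists 0 h. The labels name poly-L-lysine and myelin as substrates without giving the substrate of each array. On all 15 arrays RNA of treated cells carried Cy5 and RNA of untreated cells carried Cy3. No array had the opposite dyes, so a dye bias of a single probe adds to its ratio at every time, and cancels in a difference between times where it is constant. The authors deposited 1 linear ratio of treated over control for each probe and array, and their background correction and normalization are not given in the sources used here. The median ratio of an array lay between 0.997 and 1.02, and the ratios were used as deposited on the log2 scale. Of 5088 probes, on 53 plates of 96, 4423 had 1 gene symbol, 2 had several and 663 had none in the annotation used here. Between 28 and 105 probes had no ratio on an array. The SD of the log2 ratios was 0.357 to 0.434 on 9 arrays and 0.627 to 0.703 on the other 6, which were array 3 at 6 h, arrays 1 and 2 at 12 h and all 3 arrays at 18 h. Each probe with a ratio on at least 2 of the 3 arrays of a time was tested against 0 with limma, in 1 fit of all 15 arrays, and p-values were adjusted by the method of Benjamini and Hochberg. The sources do not say whether the 3 arrays of a time came from separate cultures, so p-values measure only the spread between arrays, which may be technical. That spread was estimated over all 15 arrays, so a p-value at 18 h also reflects the narrower arrays of other times. The number of arrays limits the precision of every ratio.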

Microarray design and methods were described previously (Carmel et al., 2004). 

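At 18 h of dbcAMP, 533 probes were higher and 568 were lower in treated than in untreated DRG cells, of 5006 probes tested (limma, adjusted p under 0.05). Among named probes called on all 3 arrays in the same direction, Tnfaip6, a hyaluronan-binding protein induced in inflammation, rose to a log2 ratio of 3.14 ± 0.27 (SD, n = 3 arrays, adjusted p = 1.07e-08). Of the 2 probes of Ptgs2, the inducible cyclooxygenase, 16H10 rose to 1.84 ± 0.58 (SD, n = 3, adjusted p = 9.39e-05) and 52D03 was at 0.55 (adjusted p = 0.158). Itga8, Slfn4 and Gzmb were also among the 10 highest, with log2 ratios of 2.32, 1.94 and 1.88, and without array 2 that of Itga8 was 1.26 and that of Gzmb 1.24. The highest ratios were those of Barhl1, at 7.49, and Slc38a1, at 3.70, and both probes were already at 4.86 and 2.69 at 1 h. Apba3, at 1.78, was at 1.09 at 1 h. Slco2a1, at 1.77, had unequal arrays, at 4.01, 0.12 and 1.17. At the low end stood Defa5, a defensin, at -3.00 ± 0.44 (SD, n = 3, adjusted p = 4.29e-06), and Adam6, at -2.58 (-0.82 at 1 h). Neurog3, Olig1, Lsamp and Ntf3 had log2 ratios of -2.48, -2.47, -2.44 and -2.43, and all 4 probes came from plate 43 and were below 0 at 1 h. Ncf1, at -2.45, had unequal arrays, at -4.30, -0.67 and -2.38. Dlgap2 and Chn1, at -2.48 and -2.40, were at -2.70 and -1.94 at 1 h.
Of 19 genes of glycolysis and of glucose and lactate transport, listed before the data were examined, 9 rose and none fell, and the same 9 and 0 were called when adjusted over the list alone. Among those that rose were the glucose transporter Slc2a1, at a log2 ratio of 1.23, the lactate transporter Slc16a3, at 1.18, and the enzyme Tpi1, at 0.79. The list lay above the other genes (camera of limma, adjusted p = 0.000661, and adjusted p = 0.0432 with an estimated correlation). Of 20 antioxidant enzymes and metallothioneins, 5 rose and 1 fell, and 10 rose and 2 fell when adjusted over the list alone. Hmox1, heme oxygenase, reached 1.46 and Nqo1 0.56. For these antioxidant enzymes and metallothioneins camera gave an adjusted p = 0.0404, adjusted p = 0.0835 with an estimated correlation, and adjusted p = 0.0539 without array 3. Sod3 and Mt1 of this list and Ldha of the glycolysis list are also genes of Figure 1. Its values had been seen when the lists were fixed. Of 12 cholesterol synthesis and uptake genes 4 rose, among them Dhcr7 at 1.00, and 1 fell, Insig1 at -1.41 (-0.95 at 1 h, and adjusted p = 0.0603 without array 2), with the same counts when adjusted over the list alone. By camera the list had an adjusted p = 0.0441, adjusted p = 0.204 with an estimated correlation, and adjusted p = 0.176 without array 3. Camera took 11 of the 12 genes. It left out Insig1, the gene that fell, which had no ratio on array 2 of 12 h. Of 19 CREB target genes 3 rose, among them the phosphodiesterase Pde4b at 1.20 and the phosphatase Dusp1 at 0.61, and 1 fell, Ppargc1a at -1.05 (4 higher and 1 lower when adjusted over the list alone, adjusted p = 0.333 for the list). At 1 h, Dusp1 was already at 0.57 and Ppargc1a at -1.22, and without array 1 the adjusted p of Ppargc1a at 18 h was 0.125. The probes of Ppargc1a and Insig1 both came from plate 36, whose median log2 ratio was -0.43 at 18 h and -0.25 at 1 h.
The number of probes changed at 18 h was 436 with the arrays scaled to a common spread, where Tnfaip6 was at 2.06 and Defa5 at -1.98, and 183, 59 higher and 124 lower, from the 3 arrays of 18 h alone. Of probes on plates up to 35, 474 were higher and 181 lower, and of those on plates 36 to 53, 59 were higher and 387 lower. Centring each array on its plate medians, chosen after the results were seen, gave 1003 probes changed at 18 h. Of the 1101 probes, 771 were among them in the same direction.

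**Figure D1:**
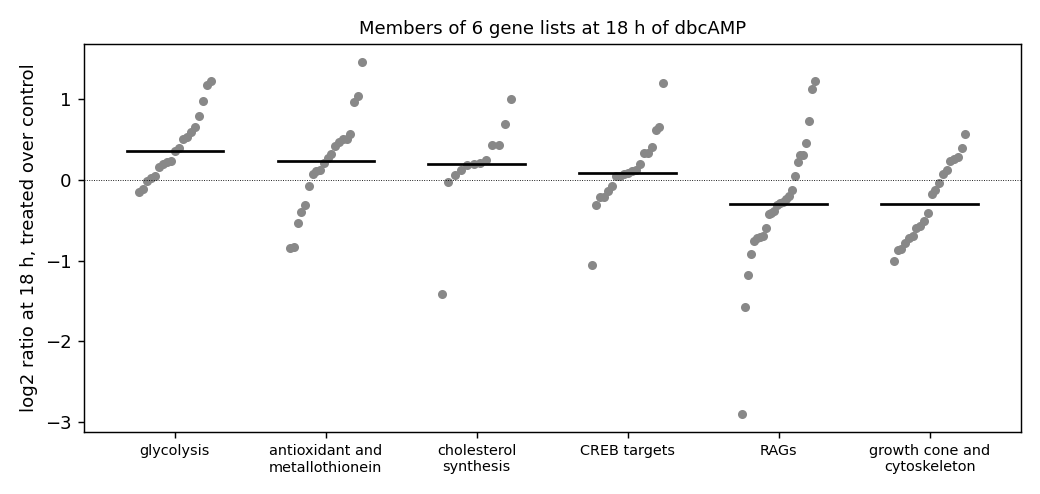
Log2 ratio at 18 h of treated over control cells (vertical axis) for each measured gene of 6 gene lists (horizontal axis), 1 point per gene. Horizontal lines are the medians, at 0.36 for glycolysis and -0.30 for RAGs.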

Selected results are shown in Figure 1. The full results of the microarrays can be found at NIH GEO with accession numbers GSE69466 and GSE69467.

**Figure 1:**
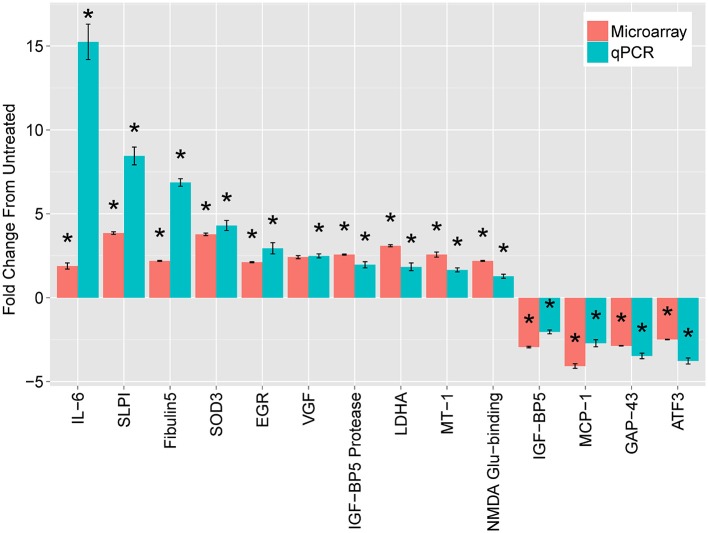
**Leading mRNA changes at 18 h following dbcAMP treatment.** The top mRNAs identified by microarray (red bars), compared with quantitative real-time PCR (qPCR, blue bars). Cultured, dissociated cells from L4 and L5 rat DRGs were treated with or without 1.5 mM dbcAMP for 18 h, harvested, and used to extract total cellular RNA. For microarrays, treated samples were labeled with one dye (Cy5) and untreated samples with another (Cy3), which were mixed and hybridized to a spotted-oligo, glass-slide array (Carmel et al., 2004). The dynamic range of the two-color microarray technique is reduced compared with qPCR and more recent technologies such as RNA-seq. Results are mean fold-change ± SEM, *n* = 3, *p < 0.05 Student’s *t*-test.

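Of the 14 genes of Figure 1, 9 rose and 4 fell in the 18 h arrays by limma, with the same counts when adjusted over the list alone, and 1 did not pass the test. The study chose these genes on these samples, so the counts are not independent evidence of direction. Sod3, the extracellular superoxide dismutase, was at a log2 ratio of 0.97 ± 0.04 (SD, n = 3 arrays, adjusted p = 8.23e-06). It had reached 0.89 at 6 h and 1.06 at 12 h. All 3 probes of Mt1, a zinc-binding metallothionein, rose, to log2 ratios of 1.10, 1.27 and 0.74. Fbln5, an extracellular matrix protein, rose to 0.80 ± 0.25 (SD, n = 3, adjusted p = 0.000729). Ldha, the lactate dehydrogenase of glycolysis, rose to 0.53 ± 0.10 (SD, n = 3, adjusted p = 0.00289). Grina, taken here for the glutamate-binding NMDA receptor protein, was at 0.40 (adjusted p = 0.0236) and Htra1, a serine protease, at 0.41 (adjusted p = 0.0218). Without array 3 the adjusted p of Grina was 0.196, and that of Htra1 was 0.0946 without array 1, 0.0903 without array 3 and 0.0742 with each array centred on its plate medians. Egr1, the early growth response member on the arrays taken for EGR, was at 0.07 ± 0.17 (SD, n = 3, adjusted p = 0.752). The paper does not say which member EGR is. Egr2 rose to 0.60 (adjusted p = 0.0049), and of the members looked up after the values were seen, Egr4 rose to 0.74 (adjusted p = 0.00588) and Egr3 was at 0.39 (adjusted p = 0.264). The probes of 2 genes that fell gave unequal values. Of Igfbp5, a binding protein of insulin-like growth factors, probe 49C01 fell by 1.02 on the log2 scale (adjusted p = 0.000666), and probe 36B10 was at -0.24 (adjusted p = 0.386), or 0.15 when centred on plate medians. Of the chemokine Ccl2, or MCP-1, probe 26C01 was at -0.56 (adjusted p = 0.00316) at 18 h and at 0.49 at 1 h. Its other probe, 52C04, was at -0.18 (adjusted p = 0.24), or 0.16 when centred on plate medians. With only the 3 arrays of 18 h in the fit, 4 of the Figure 1 genes changed at 18 h.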

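Il6 was higher in treated than in untreated DRG cells from 6 h on. Its mean log2 ratio was 0.15 at 1 h and 0.97 at 3 h (adjusted p = 0.522 by limma), then 1.81 at 6 h (adjusted p = 0.0488) and 2.10 at 12 h (adjusted p = 0.0149). At 18 h it was 1.86 ± 2.05 (SD, n = 3 arrays, adjusted p = 0.0126), a fold change of 3.63, or 2.39 with the arrays scaled to a common spread. The 3 arrays of 18 h were at -0.50, 3.25 and 2.83, so Il6 was higher on 2 of 3. Without array 1 the mean was 3.04, without array 2 it was 1.16 (adjusted p = 0.125) and without array 3 it was 1.38 (adjusted p = 0.106). From the spread of the 18 h arrays alone the adjusted p was 0.243. The difference between 18 h and 1 h was 1.70 (adjusted p = 0.219).

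**Figure D2:**
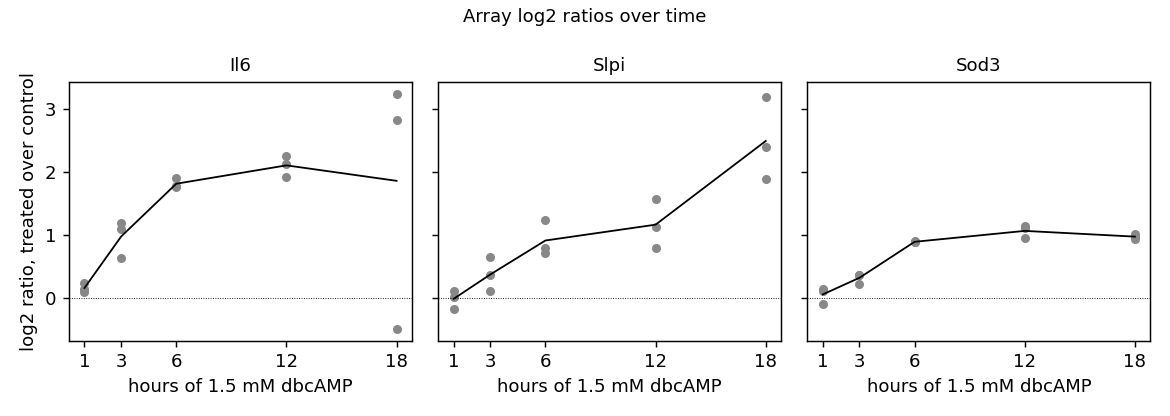
Log2 ratio of treated over control cells (vertical axis) against hours of 1.5 mM dbcAMP (horizontal axis) for Il6, Slpi and Sod3. Points are single arrays and lines join the means. Il6 lies between -0.50 and 3.25 on the 3 arrays of 18 h.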

The most striking finding was a large increase in Interleukin-6 (IL-6) expression. At 18 h, IL-6 increased 15-fold in DRG neurons treated with cAMP compared with untreated DRG, as measured by qPCR. In addition, the levels of IL-6 mRNA dramatically increased (77-fold) two days after lesion compared to those without injury. While IL-6 had the greatest change of any transcript for both cAMP treatment and conditioning lesion, IL-6 mRNA levels did not change significantly during the first five postnatal days. Due to the magnitude of the gene expression changes with cAMP and conditioning lesion, we pursued IL-6 as a possible RAG.

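Ranked by mean log2 ratio at 18 h of dbcAMP, the probe of Il6 stood at place 11 of 5006 probes tested. That place rests on unequal arrays, as the mean of Il6 was 3.04 without array 1, 1.16 without array 2 and 1.38 without array 3. The probe of Tnfaip6 stood at place 3 and that of Slpi at place 5, both with a smaller spread between arrays than Il6. The probes at places 1 and 2, of Barhl1 and Slc38a1, were already above 0 at 1 h. By size in either direction, the probe of Il6 stood at place 51. At 12 h, Il6 was among the 3 highest named probes past the threshold. The paper took IL-6 up as a possible RAG because of the size of its changes with cAMP and conditioning lesion.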

Initially described for its role in inflammation and other immune functions, IL-6 is part of the neuropoietic family of cytokines. This family includes ciliary neurotrophic factor (CNTF), leukemia inhibitory factor (LIF), oncostatin M, cardiotrophin-1, and interleukins 6 and 11. These molecules bind to specific cytokine type 1 receptors, but all members require the common receptor gp130 for signal transduction. To determine if the changes in IL-6 with cAMP and conditioning lesion were limited to IL-6 or may involve other members of the gp130 family, we assayed the levels of mRNA for the cytokines and their receptors (Figure 2). For both 18 h of cAMP treatment (Figure 2A), and for the conditioning lesion (shown at several time points in Figure 2B), the predominant change is in IL-6, with more modest effects in other gp130 family members.

**Figure 2:**
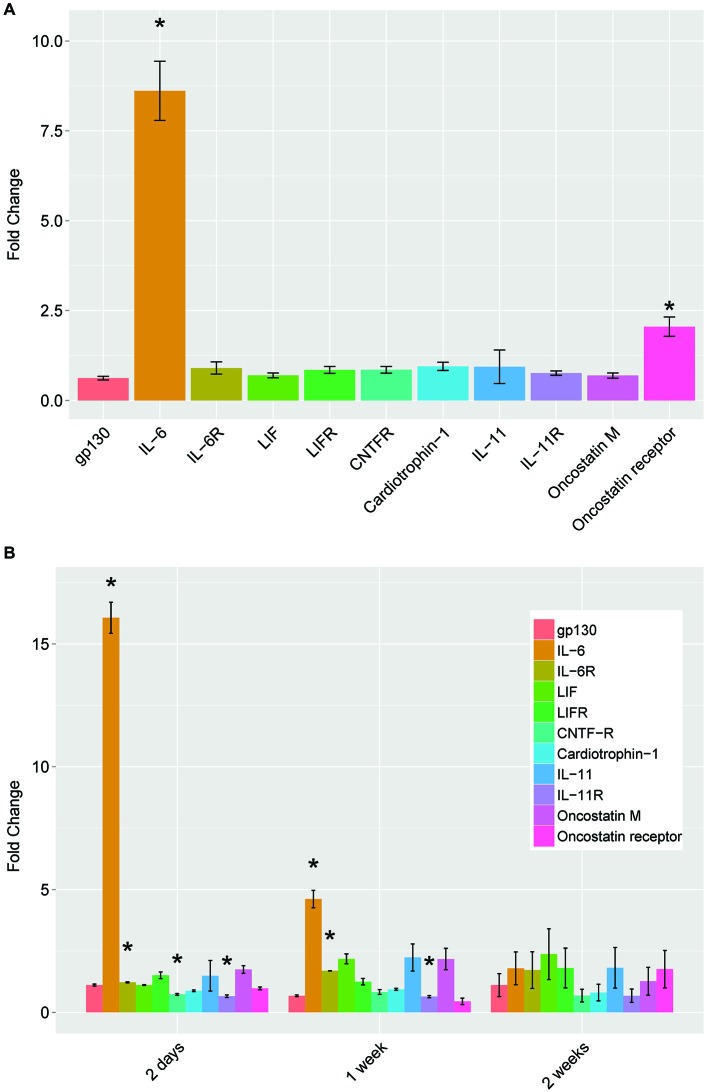
**mRNA levels of IL-6 family neuropoietic cytokines and their receptors by qPCR. (A)** dbcAMP treatment for 18 h. Dorsal root ganglion (DRG) cultures were prepared and treated as described in Figure 1 and total cellular RNA was prepared and assayed by qPCR. **(B)** Conditioning lesion at three time points. The sciatic nerve was surgically transected mid-thigh at postnatal day 20–24. After the times indicated, L4 and L5 DRG were removed and processed for total cellular RNA and assayed by qPCR. Results are mean fold-change SEM, *n* = 3, *p < 0.05 Student’s *t*-test.

Subsequent experiments carried out at the Filbin laboratory demonstrated that IL-6 is a functional RAG (Cao et al., 2006). In addition to mRNA induction, IL-6 protein is also induced in DRGs and hippocampal neurons grown on inhibitory substrates and treated with cAMP. Administration of IL-6 protein mimics the effect of cAMP, reversing the growth inhibition of both DRGs and hippocampal neurons grown on inhibitory substrates. Importantly, exogenous IL-6 did not cause increased neurite outgrowth of DRGs grown on the permissive substrate poly-L-lysine. This suggests that IL-6 specifically reverses inhibition and is not due to a general trophic effect. Importantly, intrathecal delivery of IL-6 to DRG neurons blocks inhibition by myelin when they are explanted *in vitro* and *in vivo*, effectively mimicking the conditioning lesion.

However, the effects of cAMP and the conditioning lesion did not depend on IL-6. Blocking IL-6 signaling did not affect the ability of cAMP to overcome myelin inhibitors. In addition, IL-6-deficient mice respond to a conditioning lesion as effectively as wild-type (wt) mice. These data suggest that IL-6 can mimic both the cAMP effect and the conditioning lesion effect but is not an essential component of either response. IL-6 has also been found to promote the expression of other RAGs and to promote neurite outgrowth of cortical neurons (Yang et al., 2012). That IL-6 is sufficient but not necessary for axon regeneration fits with a larger point from these studies: the regeneration paradigms seem to act through parallel gene expression programs each of which is effective but not reliant on the others.

The second largest change in gene expression after cAMP administration was in secretory leukocyte protease inhibitor (SLPI), which was also identified in a screen of gene expression changes after spinal cord injury (Urso et al., 2007). 

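Slpi rose with the time of dbcAMP treatment. Its mean log2 ratio was -0.02 at 1 h and 0.37 at 3 h (adjusted p = 0.661 by limma), and it passed the test at 6 h, at 0.91 (adjusted p = 0.0267), and at 12 h, at 1.16 (adjusted p = 0.00448). At 18 h it was 2.49 ± 0.66 (SD, n = 3 arrays, adjusted p = 5.26e-06), a fold change of 5.63. With the arrays scaled to a common spread the log2 ratio of Slpi was 1.63. It was above 0 on 3 of 3 arrays of 18 h. The difference between 18 h and 1 h was 2.51 (standard error 0.30, adjusted p = 0.000492). Among named probes past the threshold at 18 h, the probe of Slpi had the rank 4 from the top and that of Il6 the rank 8. This order turned without array 1, where the log2 ratio of Il6 was 3.04 and that of Slpi 2.54. It was kept without array 2 and without array 3.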

SLPI is a serine protease inhibitor belonging to the family of whey acidic protein motif-containing proteins (Thompson and Ohlsson, 1986; Eisenberg et al., 1990). Gain- and loss-of-function studies in the Filbin lab show an essential role of SLPI in axon regeneration (Hannila et al., 2013). SLPI can overcome inhibition by CNS myelin and significantly enhance regeneration of transected retinal ganglion cell axons in rats. Furthermore, regeneration of dorsal column axons does not occur after a conditioning lesion in SLPI null mutant mice, indicating that expression of SLPI is required for the conditioning lesion effect. Thus, SLPI is both sufficient and necessary for axon regeneration in the damaged CNS.

The final putative RAG tested by the Filbin lab is metallothionein (MT). MTs are small cysteine-rich, zinc-binding proteins expressed throughout the CNS. Two closely related isoforms, MT-I and MT-II, when administered together, promote neurite outgrowth in adult DRG’s in the presence of myelin inhibitors (Siddiq et al., 2015). Likewise, a single intravitreal injection of MT-I/II after optic nerve crush promotes axonal regeneration. In contrast, adult DRGs from MT-I/II-deficient mice extend significantly shorter processes on MAG compared to wt DRG neurons, and regeneration of dorsal column axons does not occur after a conditioning lesion in MT-I/II-deficient mice. These experiments suggest that MT, like SLPI, is both necessary and sufficient for axon regeneration in the CNS.

## Additional Candidate Genes

Several additional transcripts were identified but we have not yet pursued their roles in regeneration. For example, VGF encodes a secretory-peptide precursor involved in plasticity and metabolism. 

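Vgf had 2 probes on the arrays. Probe 1D09 rose to a log2 ratio of 1.03 ± 0.25 at 18 h (SD, n = 3 arrays, adjusted p = 0.000206 by limma), and had also been at 1.03 at 6 h and at 0.53 at 12 h. Its difference between 18 h and 1 h was 1.11 (adjusted p = 0.0107). Probe 52D09 was at 0.28 ± 0.13 (SD, n = 3, adjusted p = 0.0686), and at 0.61 (adjusted p = 0.000997) when each array was centred on its plate medians. Among other genes of neuropeptides and granins, Npy rose to 1.22 and Gal fell by 0.76 on the log2 scale. Of the 17 genes of that list measured at 18 h, 2 rose and 3 fell, with the same counts when adjusted over the list alone (camera, adjusted p = 0.704). No probe was named Crem in the annotation used here.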

VGF is modulated *in vivo* by paradigms which lead to neurotrophin induction, synaptic remodeling and axonal sprouting (Snyder et al., 1998a). VGF shows greatest expression during times of axonal outgrowth and synaptogenesis in the developing brain (Lombardo et al., 1995; Benson and Salton, 1996; Snyder et al., 1998b). Mouse VGF knockouts (KO) are small, hypermetabolic, and have reduced leptin levels, suggesting a prominent role in energy metabolism (Hahm et al., 1999). These findings provide evidence for a neurotrophic role for VGF, in addition to its function as neuroendocrine molecule.

The cAMP responsive event modulator (CREM) gene encodes both antagonists and activators of the cAMP-dependent transcriptional response by alternative splicing (for review see Della Fazia et al., 1997). CREM is inducible by activation of the cAMP signaling pathway with the kinetics of an early response gene. An alternatively splice repressor form, inducible cAMP early repressor (ICER), may be important for the transient nature of cAMP-induced gene expression. The role of this molecule in regenerative signaling remains to be determined.

We found two genes, ATF3 and GAP43, whose expression differed markedly between cAMP treatment and conditioning lesion. These differences suggest possible differences in mechanism between these pro-regenerative paradigms. 

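Atf3 fell with dbcAMP. Its mean log2 ratio was 0.14 at 1 h and -0.11 at 3 h, reached -0.39 at 6 h (adjusted p = 0.072 by limma), and was -1.19 at 12 h (adjusted p = 2.93e-05). At 18 h its signed fold change was -7.46 (n = 3 arrays, adjusted p = 3.64e-09, standard error 0.11 on the log2 scale), or -3.73 with the arrays scaled to a common spread, and the log2 ratios of the 3 arrays lay between -3.00 and -2.76. Of 5006 probes tested at 18 h, only that of Defa5 had a lower mean. The difference between 18 h and 1 h was -3.04 (standard error 0.15, adjusted p = 1.75e-07).

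**Figure D3:**
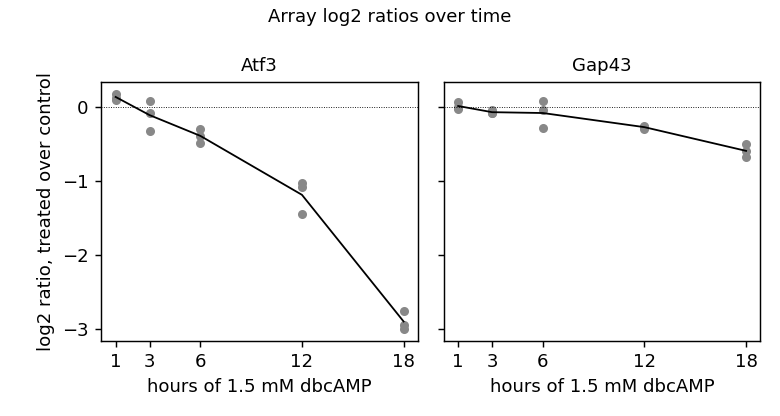
Log2 ratio of treated over control cells (vertical axis) against hours of 1.5 mM dbcAMP (horizontal axis) for Atf3 and Gap43. Points are single arrays and lines join the means. At 18 h the points of Atf3 lie between -3.00 and -2.76, and the mean of Gap43 is -0.59.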

ATF3 is part of the activating transcription factor/CREB family of transcription factors. The gene encodes a leucine zipper transcription factor (Hsu et al., 1991) that is increased by cellular stress (reviewed in Hai et al., 1999). ATF3 is strongly induced by sciatic nerve lesion in dorsal root ganglia and spinal motor neurons (Tsujino et al., 2000) and in the geniculate ganglion after chorda tympani injury (Tsuzuki et al., 2002). ATF3 represses transcription as a homodimer (Chen et al., 1994) and activates transcription as a heterodimer with cJun (Hai and Curran, 1991; Chu et al., 1994). Jun has been investigated as a RAG (Broude et al., 1997; Houle et al., 1998; Lerch et al., 2014), and the possibility of cJun and ATF3 acting as inducers of RAG expression has been validated in DRG (Seijffers et al., 2007). Whether ATF3 might be acting as a transcriptional activator or repressor in these models must be investigated further.

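The probe of Gap43, a growth cone protein, was at a log2 ratio of 0.02 at 1 h and -0.27 at 12 h (adjusted p = 0.0879 by limma). At 18 h it was -0.59 ± 0.09 (SD, n = 3 arrays, adjusted p = 0.000517), with all 3 arrays below 0. The difference between 18 h and 1 h was -0.61 (adjusted p = 0.0236). Of 26 regeneration-associated genes of the conditioning lesion, listed before the data were examined, 4 rose and 10 fell at 18 h, and 5 rose and 13 fell when adjusted over the list alone. Atf3 and Gap43 of this list, and Gap43 of the growth cone list below, are also genes of Figure 1. Its values had been seen when the lists were fixed, so these 2 genes are not independent evidence. Besides Atf3 and Gap43, Sprr1a fell by 1.58 on the log2 scale and Gadd45a by 1.18. Sprr1a was at -0.76 at 1 h, and its difference between 18 h and 1 h had an adjusted p = 0.351. Npy was among the genes that rose. Camera gave this list an adjusted p = 0.0106, and adjusted p = 0.0515 with an estimated correlation. Of 20 cytoskeleton and growth cone genes, 10 fell and 1 rose, with the same counts when adjusted over the list alone. Gap43, Basp1, Tuba1a and Tubb2b are among those that fell in both lists. The probes of Tuba1a were unequal. Between 18 h and 1 h, 1 fell by 1.59 on the log2 scale and the other by 0.08. Of 23 sensory neuron markers at 18 h, 5 were lower, among them Uchl1 at -0.84, and 2 higher, also when adjusted over the list alone (camera, adjusted p = 0.164, and fry, adjusted p = 0.00051). Among the cytoskeleton and growth cone genes, the thymosins Tmsb10 and Tmsb4x fell by 1.00 and 0.85. The gene of that list that rose was Map1b, a microtubule-associated protein. Its probe 31C04 was at 1.62, having been at 1.13 at 1 h, and its probe 31C10 was at -0.48 (adjusted p = 0.23). By camera the cytoskeleton and growth cone list had an adjusted p = 0.0106, adjusted p = 0.0515 with an estimated correlation, and adjusted p = 0.0539 without array 3. Both probes of Basp1, a growth cone protein like Gap43, fell, by 0.31 and 0.50. Probe 28A06 had an adjusted p of 0.0634 to 0.0933 when any 1 array was left out, and probe 52H06 of 0.0507 without array 1. Probe 52H06 was at -0.17 (adjusted p = 0.371) when centred on plate medians. With each array centred on its plate medians, the adjusted p was 0.0643 for the regeneration-associated genes of the conditioning lesion and 0.428 for the cytoskeleton and growth cone genes.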

Surprisingly, GAP43 expression decreased in our cAMP model (Figure 1). GAP43 is the prototypical RAG and is often used as a marker for regenerating axons (Benowitz et al., 1990). Schreyer and colleagues have previously shown that GAP43 may be repressed by cAMP (Andersen et al., 2000a,b). In a search for the signal that causes DRG neurons to downregulate GAP43 after they reach their targets, this group found decreases on both the mRNA and protein levels in cAMP-exposed DRG neurons. Interestingly, exposure of rat cortical neurons to spinal cord extract, but not extract from cerebellum or muscle, was sufficient to decrease GAP43, and this repression was adenyl cyclase-dependent (Karimi-Abdolrezaee and Schreyer, 2002). The finding of increased neurite outgrowth associated with GAP43 repression challenged the widespread notion that regeneration is accompanied by GAP43 induction. This has subsequently been shown in other models of regeneration, such as following cJun activation of axon growth (Lerch et al., 2014).

## Implications

These studies produced three surprising results. First, we found little overlap in the gene expression changes produced by the three regeneration paradigms we studied. Although the neurons in each of these models all express high levels of cAMP in the regenerative state, the changes in transcription differ markedly. Rather than uncovering a core regeneration program that allows a switch from inhibition to growth in the CNS environment, we found different transcriptional changes, each leading to a similar regenerative phenotype. This suggests the existence of several transcriptional programs with overlapping function.

Second, we found that the first three transcripts studied are each sufficient to elicit regeneration *in vivo*. In addition, both SLPI and MT are necessary for the regeneration induced by cAMP or conditioning lesion. This remarkable “hit rate” could be serendipity, or it could tell us that regeneration may not require a coordinated program requiring multiple gene products. It could be that IL-6, SLPI, and MT all create a coordinated cellular response of several pathways. But it is heartening that regeneration can be produced with each of these varied approaches as monotherapy. Whether the effects of these therapies in combination would be more effective is a critical question for future study. In addition, in the animal studies done so far, no loss of function has been done in CNS resident neurons. But these experiments are more difficult since CNS neurons do not regeneration spontaneously, thus requiring the use of a regeneration competent background (e.g., PTEN deletion, as has been done for DLK with the optic nerve injury model; (Watkins et al., 2013). Finally, the function of the regenerated axons has not yet been tested by measures of physiology or behavior.

Finally, the gene for GAP43, critical to regeneration after conditioning lesion, is strongly downregulated by cAMP treatment. This evidence argues strongly that these different regenerative paradigms act through diverse transcriptional programs. Rather than a single path to successful regeneration, many possible transcriptional changes may lead to re-growth. Mapping these paths will be critical to flipping the transcriptional switch from inhibition to growth in the CNS.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

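The arrays compared RNA of dissociated rat DRG cells treated with 1.5 mM dbcAMP with RNA of untreated cells, at 1, 3, 6, 12 and 18 h and with 3 arrays per time. Treated RNA carried Cy5 and control RNA Cy3 on all 15 arrays of spotted oligonucleotides, so the direction of each ratio is treated over control. The values the authors deposited are linear ratios, 1 per probe and array. Scanner intensities were not used here, and the authors' background correction, normalization and filters are not given in the sources used here. The conditioning lesion and developmental samples were not analysed here.

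From the deposited ratios the log2 was taken. The median of every array lay within 0.1 of 0 on that scale, the limit set for using the values without centring. Probes were named through the platform's annotation, which can be old, and its gene identifiers matched the GRCr8 gene table for 4375 probes with no change of symbol. The 4423 probes with 1 symbol covered 4153 genes, of which 191 had several probes. Different probes of a gene were tested separately, and averaged for gene lists. A probe was tested at a time when at least 2 of its 3 arrays had a ratio.

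Tests used limma 3.58.1 in R 4.3.3, with 1 mean per time, all 15 arrays in a fit that shared the estimate of spread, lmFit and eBayes, and a threshold of 0.05 on the p-value after Benjamini-Hochberg adjustment over all probes tested. Further tests were the difference between 18 h and 1 h and an F test of any difference among the 5 times. Gene lists with at least 3 measured genes were tested with camera at a preset correlation of 0.01, on genes measured on all arrays, and again with an estimated correlation and with fry. All tests were two-sided. The lists, the tests and the rule for naming genes were fixed before the data were examined, but after Figure 1 had been seen. The rule took every gene the paper names for this treatment, whose values in Figure 1 had been seen. It took the 10 highest and 10 lowest named probes at 18 h past the threshold with the same sign on all 3 arrays. It also took the 3 highest and 3 lowest at each earlier time, and the 5 highest and 5 lowest differences between 18 h and 1 h. In each list it took the 4 members with the smallest p at 18 h. Not all genes it took are described here, and Vamp1, Gstp1, Fgfbp1 and Inpp4b of the earlier times are among those left out.

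The lists were the genes of Figure 1, gp130 cytokines and receptors, CREB targets, regeneration-associated genes, cytoskeleton and growth cone, markers of sensory neurons, Schwann cells and satellite glia, fibroblasts, macrophages and endothelium, neuropeptides, chemokines, glycolysis, antioxidant enzymes and metallothioneins, cell cycle, cholesterol synthesis, the insulin-like growth factor system, chaperones, cAMP enzymes and related proteins, ribosomal proteins and the respiratory chain. A further list, of other genes the paper names, is not reported here.

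The fit was tested on simulated data with 5088 probes, of which 200 were changed at 18 h, in 5 runs. At 18 h it found 46% of probes changed 1.5-fold, 85.2% of those changed 2-fold and 95.6% of those changed 4-fold, and 5.25% of its calls were false. For the difference between 18 h and 1 h it found 18.4%, 57.2% and 91.6%. These shares describe the simulated data only. They do not give the share of false calls on the real arrays, whose counts changed with the handling of spread and plates. Alternatives set beforehand were centring on array medians, scaling to a common spread, the arrays of a time alone, a replicate block, the methods' test without a shared spread, other filters on missing values, a robust prior (statmod 1.5.0), stricter thresholds and leaving out each array of a time or, for comparisons between times, all arrays of a replicate number. Array weights, centring on plate medians, the arithmetic mean of the ratios and a fit without 3 arrays of wide spread were added after the data were seen. Plots were drawn with matplotlib 3.10.9.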

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

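The tests of other probes of the same genes and of probe plates were chosen after the results were seen, as was the border between plates 35 and 36, while the counts over sign patterns and regroupings were planned.

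The paper reports on 18 h, and the earlier times held signals as well. The probes changed at 1 h numbered 118, those at 3 h 145, those at 6 h 212 and those at 12 h 430, against 1101 at 18 h. The size of this rise depended on the processing. With the arrays scaled to a common spread, 320 probes changed at 1 h and 436 at 18 h. Array weights, chosen after the results were seen, gave 375 and 673. In both, fewer probes changed at 12 h than at 3 h. Leaving out 1 array of the time gave at most 44 probes changed at 1 h, 79 probes changed at 3 h and as few as 103 probes changed at 6 h and 142 probes changed at 12 h. Turning the sign of 1 array of a time gave at most 0, 1, 1, 3 and 6 calls. With 4 sign patterns, 1 of them real, the patterns are too few for a share under 0.05. The ratios at 1 h and 18 h correlated across probes at r = 0.545, and probes are not independent replicates. At all 5 times, 48 probes were called, 11 higher and 37 lower.

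The difference between 18 h and 1 h passed the test for 137 probes, 59 up and 78 down. Of 10 splits of these 6 arrays only 1, the real split, reached that count, and the highest other gave 0, but 10 splits are too few for a share under 0.05. The F test over the 5 times called 93 probes, and the highest of the other 99 regroupings gave 8. Only the real grouping, 1 of 100, was as large, so chance was unlikely there. The regroupings cannot separate time from the wider spread of all 3 arrays of 18 h. Among named probes past the threshold of the test between 18 h and 1 h, the 5 largest rises were those of Tnfaip6 at 2.58, Slpi at 2.51, Ptges at 1.66, Col18a1 at 1.55 and Csf3 at 1.54. Ptges, a prostaglandin synthase, was at -1.84 at 1 h and -0.18 at 18 h. Among the same probes, the 5 largest falls were those of Defa5 at -3.17, Atf3 at -3.04, Add1 at -2.53, from 2 arrays at 18 h, Ankrd1 at -2.24 and S100a8 at -2.05. With the arrays scaled to a common spread, the count of probes changed between 18 h and 1 h was 12, 3 up and 9 down, and it was 15 to 24 with all 5 arrays of a replicate number left out, where probes changed over time numbered 5 to 14.

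Calls at 18 h followed the plates of the probes. With each array centred on its plate medians, 1003 probes were called at 18 h. Of the 1101 calls, 771 were kept in the same direction. A bias of whole plates is a candidate explanation: in 106 genes with probes on both sides of the border, the later probe was lower by a mean log2 difference of -0.41 (standard error 0.07), and in 82 of the 106 it was lower. That argues against a sorting of genes by function onto plates as the whole cause, because the difference over all named probes was -0.39. The difference within genes was -0.20 at 1 h and remained at -0.19 in the difference between 18 h and 1 h. How the plates differed in printing is not given in the sources used here.

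The 82 named probes called in the same direction at 1 h and at 18 h, among them those of Barhl1 and Slc38a1, may carry a constant dye bias or an early response to dbcAMP. Other probes of 10 of these genes had a mean log2 ratio of 0.024 at 1 h (standard error 0.08), a share of 0.0214 of the called probes' 1.12. For genes called between 18 h and 1 h, where a constant bias cancels, other probes not called themselves carried 0.32 (standard error 0.14) of 1.17. That mean leaves out other probes that were called, as 119 named probes were called in 116 genes, which can lower it. At 1 h, 99 named probes were called in 99 genes, so the 2 means are not fully comparable. The 2 explanations therefore cannot be told apart from these probes, and no array had the opposite dyes.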

How the results depend on the processing

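Array weights, centring on plate medians and the fit without 3 arrays of wide spread were chosen after the results were seen, and the other alternatives were planned. Of 1962 comparisons for 167 single genes and list shifts, 1526 kept their direction and side of the threshold, 375 lost the call, 55 gained it, 6 changed sign without a call and 0 reversed. The cause was not tested for any change of count below, except where fewer arrays or a stricter threshold make it. The number of arrays limits all counts.

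With the arrays scaled to a common spread, probes changed at 1 h numbered 320, probes changed at 3 h 435, probes changed at 12 h 263, probes changed at 18 h 436, probes changed between 18 h and 1 h 12 and probes changed over time 47. Array weights gave 375 probes changed at 1 h, 566 probes changed at 3 h, 232 probes changed at 12 h, 673 probes changed at 18 h and 171 probes changed over time. With only the arrays of a time, probes changed at 3 h were 353, probes changed at 6 h 10, probes changed at 12 h 5 and probes changed at 18 h 183. The methods' test without adjustment gave 654 probes changed at 1 h, 758 probes changed at 3 h and 461 probes changed at 6 h, and after Benjamini-Hochberg 0 probes changed at 1 h, 0 at 3 h, 0 at 6 h, 0 at 12 h and 1 at 18 h. The limma counts at an unadjusted p under 0.05 were 496, 517, 893, 1161 and 1732. At an adjusted p under 0.01 there were 47 probes changed at 1 h, 79 probes changed at 3 h, 95 probes changed at 6 h, 176 probes changed at 12 h and 617 probes changed at 18 h. Without 3 arrays of wide spread at 6 h and 12 h, probes changed between 18 h and 1 h numbered 274 and probes changed at 18 h 1491. Only the 6 arrays of 18 h and 1 h gave 48 probes changed between 18 h and 1 h.

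Leaving out in turn 1 array of the time gave 24 to 44 probes changed at 1 h, 53 to 79 probes changed at 3 h, 103 to 149 probes changed at 6 h, 142 to 543 probes changed at 12 h, 808 to 918 probes changed at 18 h, 2 to 7 gene list shifts at 18 h and 1 to 4 gp130 family genes changed at 18 h. Leaving out all 5 arrays of a replicate number gave 15 to 24 probes changed between 18 h and 1 h and 5 to 14 probes changed over time. Gene list shifts at earlier times numbered 5 to 8, without 1 array of the time or, for the difference between 18 h and 1 h, without a replicate number.

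Gene list shifts at 18 h numbered 5, against 1 with the correlation estimated per list, 3 with scaled arrays and 14 with fry. Gene list shifts at earlier times, the difference between 18 h and 1 h included, numbered 9, against 4 with the correlation estimated per list, 14 with plate centring and 24 with fry. The counts of fry answer another question, whether a list moved on balance 1 way, without comparing it with other genes. Figure 1 genes changed at 18 h were 13, against 4 from the 3 arrays of 18 h alone and 0 by the methods' test after Benjamini-Hochberg. The 4 gp130 family genes changed at 18 h became 1 with scaled arrays, 0 from the 3 arrays alone, 2 by the methods' test and 0 after Benjamini-Hochberg.

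With the replicate block, probes changed over time numbered 59 and probes changed at 18 h 1088. Of 30 pairs of arrays with the same replicate number, 0 correlated over 0.1, and 3 of 15 arrays correlated best with an array of their own number, so the arrays share only a number.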

Differences from the paper's values

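The arithmetic mean of the ratios and the centring on plate medians were chosen after the values were seen. The paper's values are array bars of Fig. 1, read by eye, as signed fold changes at 18 h. The means of all 14 genes had the same sign here as in Fig. 1. That of Egr1, at a log2 ratio of 0.07 (adjusted p = 0.752 by limma), did not pass the test and gives no direction. For 13 of the 14 genes the values differed. For 12 of these the log2 values lay further apart than the SD of the arrays here. IL-6, the leading result, was counted because 1 fold change was over 1.5 times the other, although its log2 values lay within the SD of 2.05. No single change of scale brought all of them together: within 1.5-fold of the paper's values lay 3 of the 14 genes as fold, 5 with e to the power of the log2 ratio and 8 with the fold squared, a tolerance chosen after the values were seen.

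For IL-6 the paper's value is about 1.9 in Fig. 1, read by eye, and the value here was 3.63. Among the alternatives set before the data were examined, it no longer differed with the arrays scaled to a common spread (2.39), without array 2 (2.24) or without array 3 (2.59), and it differed with centring on array medians and without array 1. For ATF3 the paper's value is about -2.5 in Fig. 1, read by eye, and the value here was -7.46, or -3.73 with the arrays scaled to a common spread, which still lay further from the paper's than the SD. For SOD3 it is about 3.8 in Fig. 1, read by eye, against 1.96 here, for LDHA about 3.1 in Fig. 1 against 1.44, and for EGR about 2.1 in Fig. 1 against 1.05 for Egr1 and 1.52 for Egr2, since the paper does not name the member. For VGF it is about 2.4 in Fig. 1 against 1.57 over 2 probes, of which probe 1D09 of Vgf alone, at 2.04, was within its SD of the paper's value. For the IGF-BP5 protease it is about 2.6 in Fig. 1 against 1.33 for Htra1, and for the NMDA glutamate-binding protein about 2.2 in Fig. 1 against 1.32 for Grina. For IGF-BP5 it is about -2.9 in Fig. 1 against -1.55 over 2 probes, for MCP-1 about -4.1 in Fig. 1 against -1.29 over 2 probes, and for GAP-43 about -2.9 in Fig. 1 against -1.51. Of the alternatives set before the data were examined, centring on array medians, scaling to a common spread and leaving out each array were compared. None of these brought the 10 values, averaged over the probes of a gene, within the SD.

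For fibulin-5 the paper's value is about 2.2 in Fig. 1, read by eye, and the value here was 1.74. Of centring on array medians, scaling to a common spread and leaving out each array, only leaving out array 1 (1.88) brought it within the SD. For MT-1 it is about 2.6 in Fig. 1 against 2.05 over 3 probes, of which probes 22G06 and 52F03 of Mt1, at 2.15 and 2.41, were each within their SD of it. For the average, of the same alternatives only leaving out array 3 (2.21) did so. Centring on plate medians, chosen after the values were seen, gave 2.26 for MT-1, within the SD, and called 12 of the 13 Figure 1 genes changed at 18 h, dropping Htra1.

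The figure marks 13 array bars as significant, all but that of VGF. Of these 13 genes, 10 had a probe under 0.05 by the methods' test, and Il6, Egr1 and Grina did not. By limma, Egr1 did not pass and Egr2 did, as did the first probe of Vgf. The text ranks IL-6 first and SLPI next for cAMP treatment, and gives the rise of IL-6 as measured by qPCR, which was not analysed here. In the arrays at 18 h, Slpi had a log2 ratio of 2.49 and Il6 1.86, a difference that was not tested. Without array 1, Il6 was at 3.04 and Slpi at 2.54, the paper's order, and without array 2 or array 3 Slpi was the higher. With all 3 arrays, Tnfaip6 was at 3.14, and Atf3 had a signed fold change of -7.46.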

Other observations

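The comparisons here were planned before the results were seen, apart from the array weights and plate centring.

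Of the gp130 cytokines and receptors, which the paper measured by qPCR, 8 genes were tested on the arrays at 18 h. Besides Il6, the shared receptor Il6st rose to a log2 ratio of 0.65 ± 0.23 (SD, n = 3 arrays, adjusted p = 0.0091 by limma) and the cytokine Ctf1 to 0.79 ± 0.35 (SD, n = 3, adjusted p = 0.00289). Il6st was also higher at 6 h, at 0.70, and at 12 h, at 0.74. Without array 2 the adjusted p of Il6st was 0.0723. Cntfr was at -1.01 (adjusted p = 0.0245), with an adjusted p = 0.0812 when centred on plate medians, 0.101 without array 2 and 0.18 without array 3. Il6r was at -0.49 (adjusted p = 0.0598), Lifr at -0.08, Cntf at 0.19 and the 2 probes of Lif at 0.07 and 0.28. Averaged per gene, 3 were higher and 1 lower, and 3 higher and 2 lower when adjusted over the list alone (camera, adjusted p = 0.25). No probe was named Il11, Il11ra1, Osm or Osmr in the annotation used here.

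CREB targets were higher at 3, 6 and 12 h: the list had an adjusted p = 0.26 at 1 h, 0.00314 at 3 h (adjusted p = 0.167 with an estimated correlation), 0.0132 at 6 h (adjusted p = 0.175 with an estimated correlation) and 0.0478 at 12 h (adjusted p = 0.265 with an estimated correlation). Outside that list, Inhba, the inhibin beta A subunit and among the highest probes at 6 h, had a fold change of 4.60 at 6 h and 2.37 at 18 h. Between 18 h and 1 h, where a constant dye bias cancels, glycolysis (adjusted p = 0.000121, and 0.0117 with an estimated correlation) and the antioxidant list (adjusted p = 0.000628, and 0.0117 with an estimated correlation) were higher. The growth cone list (adjusted p = 0.000265, and 0.0117 with an estimated correlation) and the regeneration-associated genes (adjusted p = 0.00179, and 0.0134 with an estimated correlation) were lower. The difference between plates did not cancel between 18 h and 1 h. Within genes, probes past the plate border had a mean log2 difference of -0.19 (standard error 0.05) from the earlier probes. With each array centred on its plate medians, neither the growth cone list nor the regeneration-associated genes passed the test at 18 h. The antioxidant list at 12 h had an adjusted p = 0.0478 (adjusted p = 0.243 with an estimated correlation). The genes of Figure 1, chosen by the study on these samples, had an adjusted p = 0.0272 at 6 h (adjusted p = 0.175 with an estimated correlation) and 0.0867 at 18 h.

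No list of cell type markers passed camera's test at 18 h, with averages per gene. Those of sensory neurons stand beside the growth cone genes. Of 20 Schwann cell and satellite glia markers 4 were higher and 2 lower, and 4 higher and 4 lower when adjusted over the list alone (adjusted p = 0.733). Their mean was 0.01 and their median -0.04. Of 21 fibroblast genes 3 were higher and 3 lower, and 4 and 4 when adjusted over the list alone (adjusted p = 0.333), with Tnc at -1.48. Of 10 macrophage markers 2 were higher and 1 lower, and 2 and 3 when adjusted over the list alone (adjusted p = 0.743). Of 9 endothelial markers 1 was higher, also when adjusted over the list alone (adjusted p = 0.333).

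Of 25 chemokines and inflammatory mediators 6 were higher, among them Cxcl2 at 1.47 and Cxcl1 at 0.86 (0.52 and 0.63 at 1 h), and 4 lower (adjusted p = 0.333). Of 9 genes of the insulin-like growth factor system 2 were higher and 4 lower (adjusted p = 0.333), and of 16 chaperones and stress genes 1 higher and 1 lower (adjusted p = 0.743). These 3 lists had the same counts when adjusted over the list alone. Of 17 cell cycle genes 1 was higher and 3 lower, and 2 and 3 when adjusted over the list alone (adjusted p = 0.764, with a median of 0.03 where the test pointed down). Of 24 genes of cAMP enzymes and related proteins 2 were higher and 4 lower, and 2 and 5 when adjusted over the list alone (adjusted p = 0.333). Creb1, a transcription factor, was among the lower. Of 64 ribosomal protein genes 1 was higher and 3 lower, and 0 and 0 when adjusted over the list alone (adjusted p = 0.578). Of 29 respiratory chain genes 4 were lower, and 3 when adjusted over the list alone (adjusted p = 0.164).

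Turning the sign of 1 array gave 0 gene list shifts at 18 h, against 5, and 1 at 1, 3, 6 and 12 h together, against 5. With 4 sign patterns, 1 of them real, these are too few for a share under 0.05.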
